A study of Mus musculus with 6 samples.

How the data were processed

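The series holds 6 samples, 1 library each for gene expression, surface protein tags and T cell receptors (TCR) at day 13 (early) and day 19 (late). Per the labels, T cells were sorted as CD3+CD4+ or CD3+CD8+ from intracranial CT2A tumours of C57BL/6J mice, with 16 mice in 4 pools of 4 at day 13 and 4 single mice at day 19. The labels give a target of 10000 cells per day and of 36000 gene expression and 9000 TCR reads per cell on the 10x 5′ assay. The deposited matrices hold raw UMI counts of 32285 genes, 138 surface antibodies (3 of them isotype controls) and 4 hashtag antibodies for 736611 and 735849 barcodes, written by Cell Ranger 4 per the file headers without cell calling. The genome build and annotation are not given in the sources used here. The deposited TCR tables list filtered contigs with their UMI and read counts, made by the authors with Cell Ranger V(D)J, whose version is not given in the sources used here. They come as 4 numbered tables per day. The Ensembl identifiers of 32158 of the 32285 genes were found in the gene name reference, and genes are named by the symbols of the deposited features.

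Barcodes were kept as cells with at least 1000 UMIs, at least 300 genes and under 10.0% mitochondrial UMIs. A replicate was assigned where the leading hashtag had at least 3 UMIs and 3 times the next. Of 14317 and 6400 barcodes over the floor, 9915 and 4407 had 1 hashtag, 2803 and 882 had several and were left out as doublets, and 1599 and 1111 had none. The hashtag libraries were thin, with a median of 10.0 UMIs of the leading tag at both days. The hashtag matched the number of the TCR table in 7366 of 7366 cells at day 13 and in 3236 of 3272 (98.9%) at day 19. A further 545 day 19 barcodes without a hashtag had contigs in the second TCR table of that day, and they enter only where replicates are taken from the TCR tables. Doublet scores were computed with scrublet in scanpy 1.11.5 (expected rate 0.08, 30 components), and 579 and 266 cells with a score over 0.2 (5.84% and 6.04%) were left out. This left 9336 and 4141 cells. Single TCR contigs were not filtered further.

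Cells were clustered with scanpy on counts scaled to 10000 and log-transformed (2000 variable genes without TCR and immunoglobulin segments, 30 principal components, 15 neighbours, Leiden at a resolution of 1.0 with leidenalg 0.10.2). Clusters led by markers of another cell type were set aside, and of the others those in which at least 75% of the cells had a TCR contig were clustered again as T cells. A macrophage-led cluster set aside in this way had TCR contigs in 79.9% of its cells. A cluster took a class name where enough of its 10 leading genes (found in at least 25% of its cells) were markers on lists fixed beforehand, and otherwise stayed unnamed. These names were rebuilt here, since the deposited files hold no clusters, and genes that named a cluster are not reported as its result. The rule for T cell clusters and the naming of regulatory clusters by their leading genes were settled after the data were seen. A T cell cluster led by macrophage genes (116 and 87 cells) was left out. CD8 cells had a Cd8a or Cd8b1 UMI and no Cd4 UMI, CD4 cells the reverse, and 1765 and 591 T cells with neither or both were not assigned to a lineage. Exhausted states were gated after the data were seen, as given with their comparison, because no cluster passed the naming rule for progenitor exhausted cells.

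Counts were summed per replicate and class, with at least 20 cells per replicate. Day effects were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood F test) and adjusted by Benjamini-Hochberg at 0.05. States and lineages of the same replicate were compared with replicate as a block, since both come from the same tumour or pool. Replicate numbers of day 13 and day 19 are different animals and were not paired. Pairing by replicate within a day rests on the hashtags, whose match to the TCR tables is given above. The TCR tables of a day come from the same TCR library and may have been split by these hashtags. Their match therefore cannot be taken as an independent check of the replicates, and neither can the setting with replicates from the TCR tables. SE is that of the log2 fold change. Gene lists (31, from exhaustion and effector programmes, interferon, metabolism and stress to markers of other cells) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the lists measured. A count adjusted over the list alone applies Benjamini-Hochberg to the members only.

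Genes were named by a rule. In each day comparison these are the 10 largest rises and 10 largest falls among genes past the threshold with a mean log2 CPM of at least 5 and no overlap of replicates, leaving out TCR and immunoglobulin segments, ribosomal and mitochondrial genes and genes named Gm or ending in Rik. A panel of Tcf7, Slamf6, Pdcd1, Havcr2, Lag3, Tigit, Tox, Entpd1, Gzmb, Ifng, Mki67 and Cd69 is added in every comparison, with Foxp3, Il2ra, Ikzf2, Ctla4 and Il10 in regulatory cells, and 2 to 4 members with the smallest p of each list that passed. The terminal and progenitor gates were compared by the same rule (the same direction in every pair in place of no overlap), without the gate genes, the markers of both states and the 50 leading genes of the terminally exhausted-like cluster. Some genes that the rule names are not reported here. Samples, groups, tests, gene lists, the naming rule and the first set of alternatives were chosen before the data were examined.

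Shares of 6 classes and of 9 marker definitions, the latter after thinning every CD8 cell to 1000 UMIs, were compared by two-sided exact permutation tests of the difference in mean (70 splits for 4 against 4, 35 for 4 against 3). A clonotype was the same CDR3 nucleotide sequences of an alpha and a beta chain within a replicate. An alpha and a beta chain were both found in 79.2% and 82.0% of CD8 cells, 71.6% and 78.9% of other CD4 cells and 66.9% and 68.6% of regulatory cells. Of each chain only the contig with the most UMIs in a cell was used. A clone with 2 alpha chains may therefore be split into 2 clonotypes. Expansion was averaged over 200 draws of equal cell numbers, and sharing between states was set against 1000 shuffles of the state labels within a replicate. Paired values were tested by two-sided exact sign-flip permutation (128 patterns for 7 pairs), and after the values were seen the paired differences were compared between the days by permuting the days (35 splits). Antibody counts were centred log-ratio transformed and averaged per replicate. Shares in single libraries carry 95.0% Wilson intervals, and a count of 0 is given the limit of 3 counts. Other versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, matplotlib 3.10.9 and DESeq2 1.42.0.

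Alternatives fixed at the start were other size factors, the DESeq2 Wald test, no filter on low counts, floors of 500 and 2000 UMIs, doublets kept, replicates from the TCR tables, thinned cells, equal cells, lineage by cluster, no replicate block, Leiden resolutions of 0.6 and 1.5, other thinning depths, clonotypes by beta chain or of at least 3 cells, Shannon clonality, another antibody scaling, other list tests and leaving out each replicate. Chosen after seeing the data were the macrophage-led T cell cluster kept, cells with any UMI of 5 macrophage genes (C1qa, C1qb, C1qc, Apoe, Lyz2) left out, proliferating cells left out, replicates under 20 cells kept, clustering without 3332 genes that differ between days, the terminally exhausted-like cluster in place of the gate, and antibodies thinned to 1000 UMIs. The procedure was tested on simulated data made from these counts with 200 changed genes. The sequencing reads were not used here.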

Results

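Messenger RNA, 138 surface protein tags and T cell receptor (TCR) sequences were read from single T cells of mouse brain tumours. The tumours were CT2A, a mouse glioma line that had been placed in the brain of C57BL/6J mice. Tumour cells were sorted as CD3+CD4+ or CD3+CD8+ T cells at day 13 (early) and at day 19 (late). The 6 samples were 1 library of each of 3 kinds (gene expression, surface tags and TCR) at each day. Replicates within a day were told apart by 4 hashtag antibodies. Each of the 4 replicates of day 13 pooled 4 of 16 mice, and each of the 4 replicates of day 19 was 1 of 4 mice. Day was therefore confounded with library and with pooling in every comparison of days. The day 13 gene expression library held 144565182 UMIs (unique molecular counts) and the day 19 library 81224453. The surface tag libraries held 365112971 and 184384373 UMIs. After filtering, 9336 cells of day 13 had a median of 5472 UMIs, and 4141 cells of day 19 had a median of 7556.

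T cell clusters held 7025 cells at day 13 (75.2%, 95% Wilson interval 74.4 to 76.1) and 2776 at day 19 (67.0%, 65.6 to 68.5). A further 12.4% of the cells at day 13 (11.8 to 13.1) and 21.4% at day 19 (20.2 to 22.7) sat in clusters led by macrophage or microglia genes. Intervals of this kind cover counting error only. Classes taken from the T cells by their transcripts were CD8 cells (3671 and 1570), CD4 cells outside the regulatory clusters (1312 and 432) and regulatory cells (629 and 360). Regulatory cells came from a cluster with 472 and 129 cells and a cluster with 157 and 231 cells, the second led by Sv2c and Ccr8. They were taken whatever their lineage transcripts, with 41.6% and 54.1% of the cells of these clusters counted as CD4. A further 4.66% and 4.90% were counted as CD8 and are in both classes. Another CD4 cluster without a class name, led by Ccr6, Il1r2 and Tnfsf11, held 54 and 137 cells.

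The first comparison asked how CD8 T cells differed between the late and the early tumour. Values after ± are SE beside log2 fold changes (day 19 over day 13) and SD beside means, and n was 4 replicates against 4. In CD8 cells 1287 of 10008 tested genes rose and 1216 fell (edgeR). Tcf7, the transcription factor of memory and progenitor exhausted cells, fell from 253 ± 16.0 to 146 ± 13.5 CPM (library-scaled counts; -0.79 ± 0.09, adjusted p = 0.000394). Slamf6, a surface receptor of progenitor exhausted cells, fell as well (-1.09 ± 0.12, adjusted p = 0.000321). Havcr2, which encodes the inhibitory receptor TIM-3, rose from 24.5 ± 6.77 to 50.9 ± 18.8 CPM (1.18 ± 0.25, adjusted p = 0.00819). The proliferation gene Mki67 rose (0.87 ± 0.15) and the early activation and retention gene Cd69 fell (-0.66 ± 0.14). In these 5 genes every day 19 replicate lay on the same side of all 4 day 13 replicates. Entpd1 (0.73 ± 0.18) and Lag3 (0.73 ± 0.23), which encode CD39 and an inhibitory receptor, also rose, with replicates of the days overlapping. Tox (0.38 ± 0.13, adjusted p = 0.0517), Tigit (0.49 ± 0.17, adjusted p = 0.0544), Pdcd1 (0.35 ± 0.15, adjusted p = 0.103), Ifng (-0.20 ± 0.21) and Gzmb (0.10 ± 0.25) did not pass.

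Rises and falls are ranked here and below among genes past the threshold with a mean log2 CPM of at least 5 and no overlap of replicates, apart from TCR segments and the other gene groups left out by the naming rule. The largest such rise in CD8 cells was that of Gzmf, a granzyme, from 47.7 ± 46.2 to 804 ± 732 CPM (4.08 ± 0.94, adjusted p = 0.0110). Ifitm2 (2.62 ± 0.45), AA467197 (2.08 ± 0.21), the adaptor Lat2 (2.05 ± 0.19), the hypoxia-induced lipid droplet gene Hilpda (1.60 ± 0.16), Ier5l (1.53 ± 0.13), the costimulatory receptor gene Tnfrsf9 (1.44 ± 0.18) and the cell cycle kinase gene Cdk6 (1.28 ± 0.12) followed. Fcer1g (1.81 ± 0.33) and Tyrobp (1.28 ± 0.24), signalling adaptors of myeloid and NK cells, rose too. The largest such falls were those of interferon-induced genes: Slfn5 (-2.07 ± 0.38), Rsad2 (-1.85 ± 0.40), Ifit1 (-1.80 ± 0.42), Ifit3b (-1.75 ± 0.34), Cmpk2 (-1.72 ± 0.34), Ifit1bl1 (-1.67 ± 0.33), Ifit3 (-1.66 ± 0.41), Isg15 (-1.56 ± 0.42), Phf11a (-1.45 ± 0.30) and Tor3a (-1.40 ± 0.29).

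Among gene lists fixed before the data were examined, 21 of 29 measured type I interferon genes fell in CD8 cells and 0 rose (27 fell when adjusted over the list alone; camera adjusted p = 4.44e-13, adjusted p = 0.350 with an estimated correlation). A cluster of mostly CD8 cells led by interferon genes held 933 cells at day 13 and 111 at day 19, and the fall was not tested apart from this shift. Of 30 proliferation genes 23 rose, Tpx2 (0.89 ± 0.11) and Cenpf (1.01 ± 0.15) among them (28 adjusted over the list alone; adjusted p = 0.325 with an estimated correlation). Of 16 progenitor exhaustion genes 10 fell, with Il7r (-0.90 ± 0.13) and Cd28 (-0.67 ± 0.11) beside Tcf7 and Slamf6 (12 adjusted over the list alone; adjusted p = 0.310 with an estimated correlation). Of 23 terminal exhaustion genes 8 rose and 1 fell, with rises of Cd244a (2.09 ± 0.21), Rgs16 (1.21 ± 0.18) and Tnfrsf9 (10 and 1 adjusted over the list alone; adjusted p = 0.396 with an estimated correlation). Genes of naive and resting cells fell in 10 of 18 cases, S1pr1 (-1.05 ± 0.09) and Ccr9 (-2.22 ± 0.35) among them (12 fell and 1 rose adjusted over the list alone; adjusted p = 0.325 with an estimated correlation). Of 20 chemokine receptor and migration genes 11 fell, including Cxcr3 (-1.03 ± 0.10), Gpr183 (-0.89 ± 0.09) and Itgb7 (-0.78 ± 0.08) (14 adjusted over the list alone; adjusted p = 0.0684 with an estimated correlation).

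Immediate early genes of TCR signalling fell in 8 of 18 cases in CD8 cells, among them Tnfaip3 (-0.79 ± 0.10) and Rel (-0.42 ± 0.09) (12 adjusted over the list alone; adjusted p = 0.325 with an estimated correlation). Of 22 AP-1 and dissociation stress genes, which respond to tissue handling as well as to activation, 11 fell, including Klf4 (-0.77 ± 0.10), Junb (-0.56 ± 0.09) and Fos (-0.69 ± 0.11) (13 adjusted over the list alone; adjusted p = 0.342 with an estimated correlation). Of 23 interferon gamma and MHC class I genes 9 fell, Gbp2 (-1.25 ± 0.31) and Irgm1 (-1.01 ± 0.26) among them, and Irf8 rose (1.13 ± 0.19) (13 and 1 adjusted over the list alone; adjusted p = 0.462 with an estimated correlation). Glycolysis genes rose in 8 of 16 cases, with Tpi1 (1.03 ± 0.11) and Pgk1 (0.70 ± 0.12) (8 rose and 1 fell adjusted over the list alone; adjusted p = 0.350 with an estimated correlation). Of 27 oxidative phosphorylation genes 7 rose, Atp5g1 (0.46 ± 0.10) among them, and 1 fell (10 and 1 adjusted over the list alone; adjusted p = 0.499 with an estimated correlation). Of 11 glucocorticoid response genes 5 fell, such as Cxcr4 (-0.90 ± 0.15) and Tsc22d3 (-0.49 ± 0.11), and 1 rose (5 and 1 adjusted over the list alone; adjusted p = 0.350 with an estimated correlation).

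Genes of other cells moved with the day: 12 of 16 macrophage genes rose in CD8 cells, C1qc (2.04 ± 0.35) and Cd74 (0.81 ± 0.16) among them, and 6 of 8 microglia genes rose (13 and 7 adjusted over the list alone; adjusted p = 0.325 and 0.350 with an estimated correlation). The complement, Apoe and Lyz2 transcripts made up 0.746 of 10000 UMIs of CD8 cells at day 13 and 2.72 at day 19. Cells of the macrophage-like clusters were deeper and also carried Havcr2. Without any cell holding such a UMI, 1334 genes passed in CD8 cells. There Havcr2 (1.16 ± 0.22), Slamf6 (-0.76 ± 0.10) and Tcf7 (-0.63 ± 0.09) still passed, and Lag3 (0.54 ± 0.24, adjusted p = 0.156) and Entpd1 (0.54, adjusted p = 0.0976) did not. Lists of cytotoxic genes (4 of 18 rose, 3 fell), effector cytokines (2 of 12 fell), residency (3 of 13 rose, 3 fell), regulatory cells (3 of 14 rose, 1 fell), cholesterol synthesis (3 of 19 rose), hypoxia (4 of 15 rose), the TGF-beta response (1 of 11 rose, 3 fell), the unfolded protein response (1 of 17 rose, 1 fell) and apoptosis (5 of 16 fell) did not pass as lists. Neither did dendritic (2 of 3 fell), B cell (1 of 3 fell), NK (2 of 6 rose, 1 fell), gamma delta T (2 of 6 rose) and glioma or glia genes (2 of 4 rose, 2 fell), and the neutrophil, vessel and erythroid lists had too few measured genes in any comparison. None of the 14 lists called in CD8 cells or the 13 called in CD4 cells held with an estimated correlation. The count of 2503 genes was 548 with every cell thinned to 1000 UMIs, 666 with equal numbers of cells, and 1264, 1462 and 1608 without day 13 replicate 2, day 13 replicate 3 and day 19 replicate 4.

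**Figure D1:**
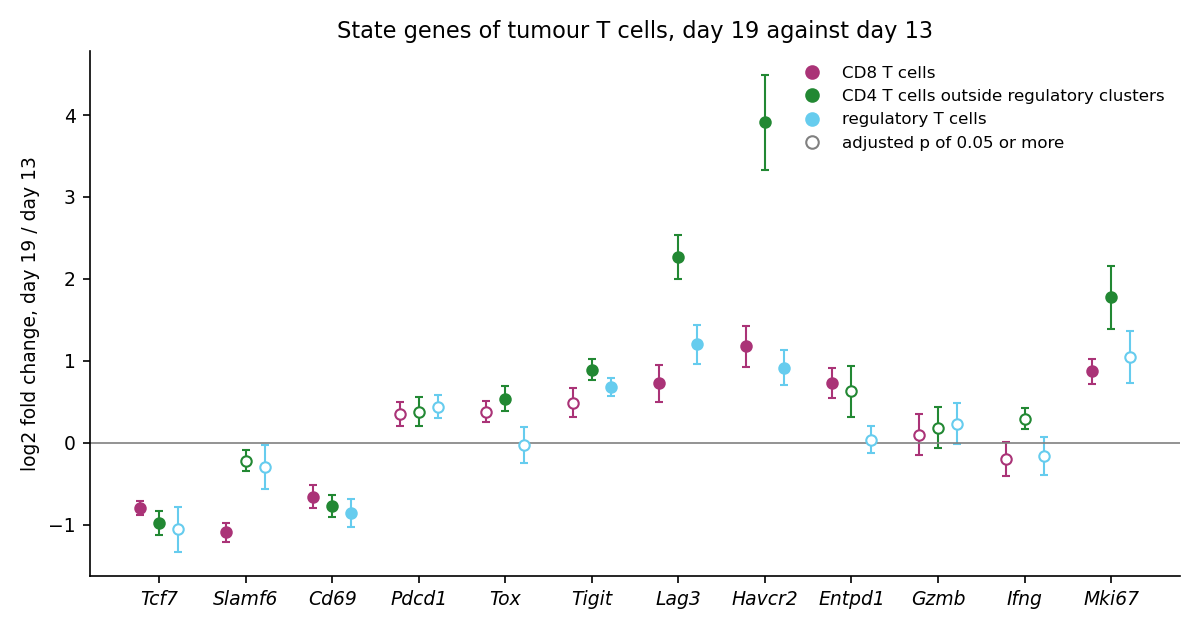
Log2 fold change (day 19 over day 13, with SE) of the 12 panel genes in CD8, other CD4 and regulatory T cells, with filled points for adjusted p under 0.05. Tcf7 lies below 0 and Havcr2 above 0 in all 3 classes, with Tcf7 in regulatory cells unfilled (adjusted p = 0.0665).

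CD4 T cells outside the regulatory clusters were compared in the same way, with 4 replicates against 3 because day 19 replicate 1 held 14 such cells. In this class 998 of 8317 genes rose and 922 fell. Il2ra, the high-affinity chain of the interleukin 2 receptor, rose from 18.8 ± 6.27 to 142 ± 34.1 CPM (2.95 ± 0.21, adjusted p = 2.19e-05). Lag3 (2.27 ± 0.27, adjusted p = 0.000271), Tigit (0.89 ± 0.13, adjusted p = 0.000831) and Tox (0.54 ± 0.16, adjusted p = 0.0255), genes of inhibitory receptors and of an exhaustion factor, rose. Mki67 rose with overlapping replicates (1.77 ± 0.39). Tcf7 (-0.98 ± 0.15, adjusted p = 0.00110) and Cd69 (-0.77 ± 0.14) fell. Havcr2 rose from 1.54 ± 0.679 to 21.0 ± 15.5 CPM (3.91 ± 0.58). Slamf6 (-0.22 ± 0.13, adjusted p = 0.248), Pdcd1 (0.38 ± 0.17), Entpd1 (0.63 ± 0.31), Ifng (0.29 ± 0.13) and Gzmb (0.19 ± 0.25) did not pass.

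Other large rises in CD4 cells under this limit were those of Ifitm1 (4.25 ± 0.61), the decoy receptor gene Il1r2 (2.96 ± 0.29), the metallothionein gene Mt1 (2.84 ± 0.36), the chemokine gene Ccl4 (2.46 ± 0.41), Penk (2.40 ± 0.60) and the complement genes C1qa (3.07 ± 0.29), C1qc (2.52 ± 0.23) and C1qb (2.42 ± 0.22). The rise of Ccl4 was not seen when lineage was given to whole clusters (-0.06). The largest falls under it were Ifit3b (-2.07 ± 0.37), Ifit1bl1 (-1.96 ± 0.25), Ifit2 (-1.88 ± 0.28), Tgtp1 (-1.86 ± 0.30), Cmpk2 (-1.74 ± 0.24), Ifit3 (-1.67 ± 0.28), Rsad2 (-1.67 ± 0.29), Oasl1 (-1.65 ± 0.36), Ifit1 (-1.60 ± 0.28) and Slfn5 (-1.56 ± 0.29), genes that interferon induces.

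Of 29 type I interferon genes 27 fell in CD4 cells, with Herc6 (-1.52 ± 0.19) among them (27 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). Of 23 interferon gamma genes 17 fell, such as Gbp4 (-1.22 ± 0.16) and Gbp5 (-0.98), and Irf8 rose (1.89 ± 0.19) (19 and 1 adjusted over the list alone; adjusted p = 0.225 with an estimated correlation). Of 16 regulatory T cell genes 13 rose in these cells, among them Tnfrsf9 (2.04 ± 0.20), Capg (1.25 ± 0.11) and Klrg1 (2.42 ± 0.28) (14 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). The unnamed cluster led by Ccr6, Il1r2 and Tnfsf11 held 54 cells at day 13 and 137 at day 19, and 71.2% of its cells were in the CD4 gate. The class thus drew on different clusters by day, and the comparison was not run without this cluster. Proliferation genes rose in 25 of 30 cases, with Pclaf (1.89 ± 0.32) and Rrm1 (1.51 ± 0.24) (29 adjusted over the list alone; adjusted p = 0.225 with an estimated correlation). Of 15 glycolysis genes 11 rose, Slc16a3 (2.64 ± 0.29), a lactate transporter gene, and Pgam1 (1.21 ± 0.11) among them (11 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). Of 27 oxidative phosphorylation genes 12 rose, such as Cox5a (0.65) and Atp5g3 (0.51) (15 adjusted over the list alone; adjusted p = 0.312 with an estimated correlation). Terminal exhaustion genes rose in 11 of 21 cases, Lag3 and Tnfrsf9 among them, and fell in 1 (12 and 2 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation).

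Genes of naive and resting cells fell in 10 of 17 cases in CD4 cells, with Klf2 (-1.21 ± 0.14) and Il7r (-1.10 ± 0.11), while Ccr7 rose (0.95 ± 0.13) (12 and 1 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). Of 22 AP-1 and dissociation stress genes 13 fell, Zfp36 (-1.19 ± 0.11) and Klf6 (-0.95) among them, and 3 rose (13 and 3 adjusted over the list alone; adjusted p = 0.182 with an estimated correlation). Of 16 TCR immediate early genes 6 fell, Egr1 (-1.33 ± 0.09) first among them, and 1 rose (7 and 2 adjusted over the list alone; adjusted p = 0.196 with an estimated correlation). Of 10 glucocorticoid response genes 6 fell, such as Tsc22d3 (-0.85 ± 0.09) (6 fell and 1 rose adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). Lists that did not pass were progenitor exhaustion (2 of 15 rose, 5 fell), cytotoxic genes (6 of 14 rose, 2 fell), cytokines (5 of 14 rose, 2 fell), residency (2 of 9 rose, 5 fell), cholesterol (2 of 15 rose), hypoxia (3 of 15 rose, 1 fell), TGF-beta (2 of 10 rose, 2 fell), chemokine receptors (4 of 20 rose, 4 fell), the unfolded protein response (6 of 14 rose, 4 fell), apoptosis (1 of 15 rose, 4 fell), gamma delta T (0 of 3) and glioma genes (2 of 3 rose, 1 fell).

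Of 16 macrophage genes 10 rose in CD4 cells and of 6 microglia genes 5 rose, Trem2 (2.71 ± 0.35) among them (11 and 6 adjusted over the list alone; adjusted p = 0.164 for both with an estimated correlation). The 5 complement, Apoe and Lyz2 transcripts made up 2.07 of 10000 UMIs at day 13 and 9.94 at day 19. Without cells holding such a UMI (68.9% and 57.6% of CD4 cells were kept), fewer counts remained and 221 genes passed in CD4 cells. There Lag3 (2.72 ± 0.45, adjusted p = 0.00650), Tnfrsf9 (1.49 ± 0.33) and Tcf7 (-0.52 ± 0.12, adjusted p = 0.0340) passed. There Il2ra (0.68 ± 0.39, adjusted p = 0.387), Tox (0.42, adjusted p = 0.370) and Mki67 (1.18 ± 0.46, adjusted p = 0.184) did not pass, and Havcr2 had too few counts to be tested. The count of 1920 genes was 239 with cells thinned to 1000 UMIs, 1224 with DESeq2, 1057 without the proliferating cluster, and 1250 and 1278 without day 13 replicate 2 and day 19 replicate 2.

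Regulatory T cells, the CD4 cells that restrain other T cells, were compared with 4 replicates against 4. Of 6691 genes 78 rose and 67 fell. The class drew on its clusters differently by day (472 and 129 cells in one and 157 and 231 in the other), and the comparison was not run within a cluster. Lag3 rose from 183 ± 42.8 to 412 ± 168 CPM (1.20 ± 0.24, adjusted p = 0.0212). Tigit (0.68 ± 0.11, adjusted p = 0.00641) and Havcr2 (0.92 ± 0.21, adjusted p = 0.0420), inhibitory receptor genes too, rose with it. Nkg7 (1.19 ± 0.22) and Fasl (1.37 ± 0.28), genes of cytotoxic granules and of death signalling, rose, and Cd69 fell (-0.85 ± 0.17). The lineage genes Foxp3 (-0.24 ± 0.15, adjusted p = 0.498), Il2ra (0.24 ± 0.14), Ikzf2 (0.18) and Ctla4 (0.17 ± 0.16) did not pass. Nor did Il10 (0.79 ± 0.35), Tcf7 (-1.05 ± 0.28, adjusted p = 0.0665), Pdcd1 (0.44 ± 0.14), Mki67 (1.05 ± 0.32), Slamf6 (-0.29), Entpd1 (0.04), Tox (-0.03), Gzmb (0.23) or Ifng (-0.16).

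Other large rises in regulatory cells under the same limit were the MHC class II gene H2-Eb1 (2.13 ± 0.18, adjusted p = 7.78e-05), Fcer1g (1.79 ± 0.24), C1qc (1.70 ± 0.31), Sv2c (1.57 ± 0.19, a leading gene of the second regulatory cluster), C1qa (1.51 ± 0.27), Frmd5 (1.36 ± 0.32) and the lysosomal protease gene Ctsc (1.25 ± 0.27). The largest fall under it was that of Ly6c1, from 188 ± 166 to 7.24 ± 5.19 CPM (-4.33 ± 0.80, adjusted p = 0.0168). Falls of Ifit3b (-1.84 ± 0.39), Oas2 (-1.74 ± 0.25), Nebl (-1.67 ± 0.33), Fosb (-1.52 ± 0.21), Art2b (-1.46 ± 0.31), Egr1 (-1.41 ± 0.15), Ifit2 (-1.41 ± 0.24), Cmpk2 (-1.38 ± 0.32) and Rsad2 (-1.38 ± 0.33) followed.

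AP-1 and dissociation stress genes fell in 9 of 22 cases in regulatory cells, with Fos (-1.15 ± 0.15), Zfp36 (-1.07 ± 0.13) and Junb (-0.85 ± 0.13) (14 adjusted over the list alone; adjusted p = 0.00229 with an estimated correlation). Of 16 TCR immediate early genes 5 fell, Egr1, Nr4a1 (-0.71 ± 0.13) and Tnfaip3 (-0.63 ± 0.13) among them (9 adjusted over the list alone; adjusted p = 0.0288 with an estimated correlation). These 2 lists passed camera with either correlation. Of 29 type I interferon genes 9 fell, such as Bst2 (-1.03 ± 0.20) and Oasl2 (-0.86 ± 0.18) (24 adjusted over the list alone; adjusted p = 0.169 with an estimated correlation). Of 15 naive and resting cell genes 2 fell, Klf2 (-1.23 ± 0.15) among them (8 fell and 1 rose adjusted over the list alone; adjusted p = 0.0936 with an estimated correlation). Of 20 terminal exhaustion genes 5 rose and 1 fell (7 and 2 adjusted over the list alone; adjusted p = 0.2 with an estimated correlation). Of 8 cytotoxic genes 2 rose (3 adjusted over the list alone; adjusted p = 0.305 with an estimated correlation).

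Interferon gamma genes and oxidative phosphorylation genes passed as lists in regulatory cells with 0 of 23 and 0 of 27 genes past the test, for example Nlrc5 (-0.65) and Cox8a (0.23) (1 and 0 adjusted over the list alone; adjusted p = 0.393 and 0.362 with an estimated correlation). Of 15 macrophage genes 8 rose, with Aif1 (1.70 ± 0.31) (13 adjusted over the list alone; adjusted p = 0.160 with an estimated correlation). Of 3 B cell genes Igkc fell (-1.21 ± 0.22; adjusted p = 0.151 with an estimated correlation). The regulatory cell list (2 of 19 rose), proliferation (0 of 15) and the remaining 13 lists did not pass. The 5 macrophage transcripts made up 3.38 of 10000 UMIs at day 13 and 10.6 at day 19. Without cells holding such a UMI 46 genes passed in regulatory cells, Lag3 (0.97 ± 0.21, adjusted p = 0.0217), Nkg7 (0.66 ± 0.14) and Egr1 (-0.97 ± 0.13) among them. In those cells H2-Eb1 (1.01 ± 0.47, adjusted p = 0.420), Ly6c1 (-1.44), Havcr2 (0.89 ± 0.42, adjusted p = 0.421) and Fasl (1.20 ± 0.49) did not pass. The count of 145 genes was 227 with doublets kept, 370 with replicates taken from the TCR files, and 13 with equal numbers of cells. It was 16, 18, 22, 28, 43 and 237 without day 19 replicates 2 and 4, day 13 replicates 4, 3 and 2, and day 19 replicate 3.

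**Figure D2:**
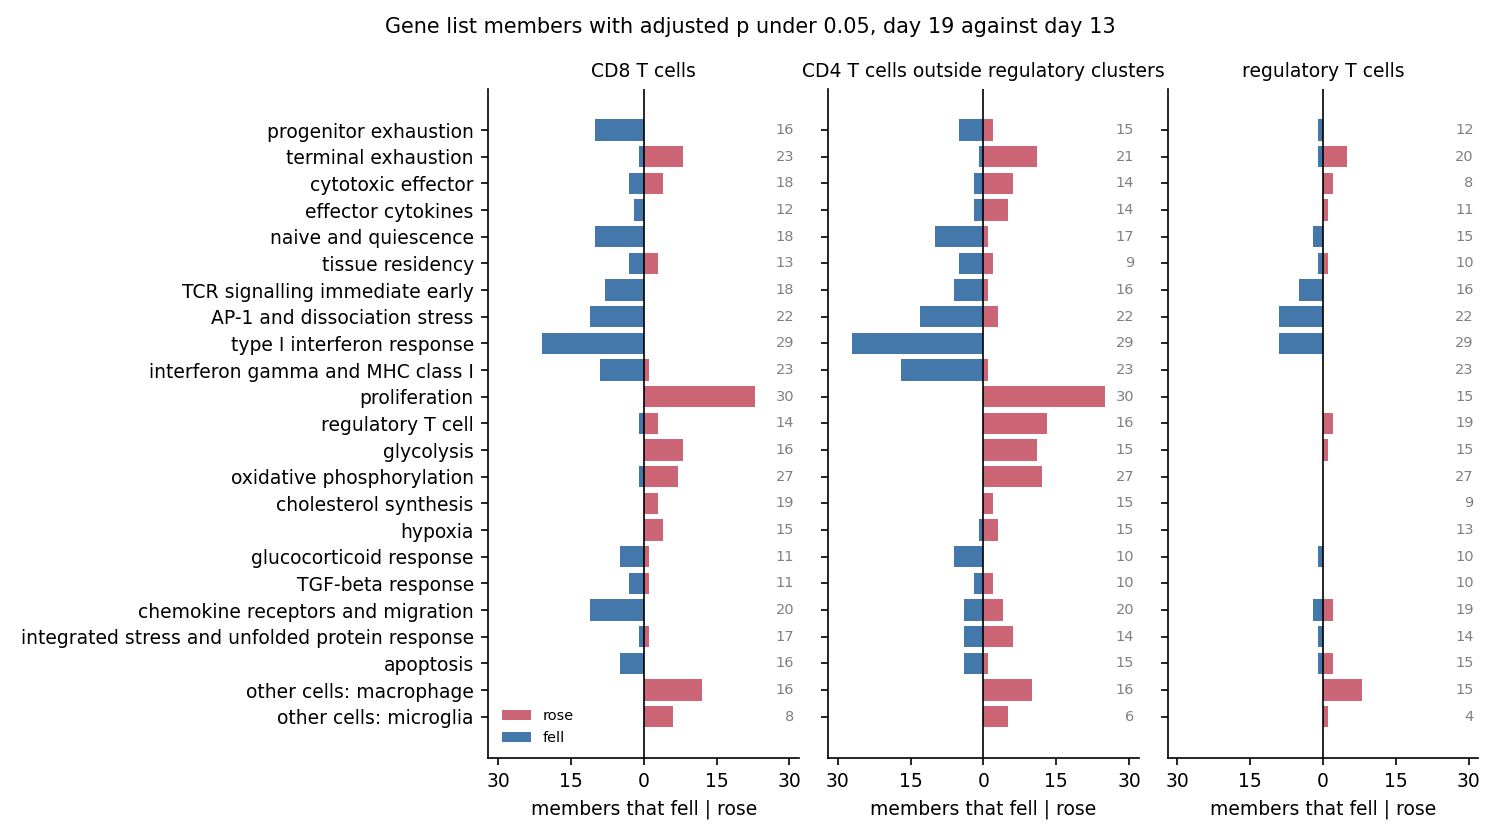
Number of genes of each list that rose (bars to the right of 0) or fell (to the left) at day 19 in CD8, other CD4 and regulatory T cells, with the number of measured genes in grey. Type I interferon genes fell in 21, 27 and 9 of 29 cases.

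Whether the day effect differed between CD8 and other CD4 cells was tested with replicates as blocks (7 replicates with both lineages). In 101 genes the effect was more positive in CD8 cells and in 135 it was more negative, 236 of 10167. The falls of Slamf6 (CD8 minus CD4 effect -0.79 ± 0.13, adjusted p = 0.01002) and the smaller rises in CD8 cells of Havcr2 (-2.63 ± 0.56, adjusted p = 0.0272) and Lag3 (-1.40 ± 0.28, adjusted p = 0.0244) differed between lineages. The effect on Tcf7 was not shown to differ (0.24 ± 0.12, adjusted p = 0.380). Genes chosen after their values were seen were Il2ra (-2.51 ± 0.32), the vesicle fusion gene Stx11 (-2.18 ± 0.23), the chemokine receptor genes Ccr8 (-1.54 ± 0.33) and Ccr7 (-1.14 ± 0.15), and, more positive in CD8 cells, Igfbp4 (2.19 ± 0.29), Abcb9 (1.51 ± 0.16), Cebpb (1.19 ± 0.14) and Egr1 (0.85 ± 0.18). At day 19 the 5 macrophage transcripts made up 2.72 of 10000 UMIs in CD8 cells and 9.94 in CD4 cells, and this comparison was not run without the cells that held them. Of 8268 genes tested in both lineages 1105 passed in both, and 1097 of these moved the same way. Without the replicate block 38 genes passed, and the count was 112, 74, 44, 62, 377 and 63 without day 13 replicates 1, 2 and 4 and day 19 replicates 2, 3 and 4.

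The title of the series concerns the passage of CD8 cells from progenitor to terminal exhaustion. No cluster could be named progenitor exhausted by the marker rule, so both states were gated after the data were seen among CD8 cells with a Pdcd1 UMI. The progenitor gate required Tcf7 without Havcr2 (539 and 145 cells) and the terminal gate Havcr2 without Tcf7 (219 and 333 cells). In 62.9% and 62.1% of progenitor-gate cells a gate gene had exactly 1 UMI, and median depth was 6132 and 8791 UMIs against 10858 and 12445 in the terminal gate. Over 7 replicates with both states, 968 of 8297 genes were higher and 1168 lower in terminal-gate cells, counts that include the gate genes. Homing and resting-cell genes were lower in the terminal gate, among them Ccr7 (-4.20 ± 0.26, adjusted p = 7.46e-08). Also lower were Nsg2 (-5.94 ± 0.26), Klra7 (-4.90 ± 0.53), Klf3 (-3.91 ± 0.29), Dapl1 (-3.76 ± 0.35), S1pr1 (-3.67 ± 0.32), the cytokine signalling inhibitor gene Socs3 (-3.18 ± 0.17), Slfn5 (-3.10 ± 0.24) and Emb (-3.02 ± 0.23). The granzyme genes Gzmf (6.87 ± 0.70) and Gzmc (5.95 ± 0.45) were the most increased under that rule, which here leaves out state markers and the 50 leading genes of the terminally exhausted-like cluster. Among the remaining genes they were followed by Osbpl3 (2.09 ± 0.17), Arsb (2.06 ± 0.21), the Notch effector gene Rbpj (2.01 ± 0.15), Bspry (1.92 ± 0.24), C1qa (1.88 ± 0.30), Capg (1.82 ± 0.12), Adap1 (1.73 ± 0.17) and Kpna2 (1.64 ± 0.19).

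By list, 14 of 15 naive and resting cell genes were lower in the terminal gate, Satb1 (-2.27 ± 0.15) among them (14 adjusted over the list alone; adjusted p = 0.00973 with an estimated correlation). Of 18 chemokine receptor and migration genes 9 were lower and 2 higher (11 and 2 adjusted over the list alone; adjusted p = 0.0325 with an estimated correlation). The progenitor list (11 of 13 lower, Bach2 at -2.92 ± 0.30) and the terminal list (15 of 22 higher and 2 lower, Id2 at 1.15 ± 0.10) hold markers of the states and are not independent evidence (12 lower, and 15 higher and 2 lower, adjusted over the list alone; adjusted p = 0.00334 and 0.0325 with an estimated correlation). Of 13 regulatory cell genes 8 were higher and 2 lower, Il2ra (1.21 ± 0.31) among the higher (8 and 2 adjusted over the list alone; adjusted p = 0.0325 with an estimated correlation). Proliferation genes were higher in 21 of 30 cases, with Ube2c (1.45 ± 0.20), cytotoxic genes in 11 of 17, with Gzmk (0.88 ± 0.19) and Fasl (0.82 ± 0.14), and glycolysis genes in 10 of 15, with Tpi1 (0.86 ± 0.12) (23, 12 and 11 adjusted over the list alone; adjusted p = 0.232, 0.102 and 0.0852 with an estimated correlation). Cholesterol synthesis genes were higher in 10 of 17 cases, with Fdps (1.35 ± 0.18) and Sqle (1.79 ± 0.30), and unfolded protein response genes in 9 of 15, with Hsp90b1 (0.83 ± 0.10) and Creld2 (1.21 ± 0.17) (12 and 9 adjusted over the list alone; adjusted p = 0.165 and 0.0576 with an estimated correlation). Of 27 oxidative phosphorylation genes 9 were higher, with Cox5a (0.67) (9 adjusted over the list alone; adjusted p = 0.242 with an estimated correlation). Type I interferon genes were lower in 26 of 28 cases, with Ifit3 (-2.17 ± 0.16) and Irf7 (-1.58 ± 0.13), and interferon gamma genes in 15 of 23, with Irf1 (-1.35 ± 0.11) (26 and 15 adjusted over the list alone; adjusted p = 0.0555 and 0.181 with an estimated correlation). AP-1 genes were lower in 15 of 22 cases, with Fos (-1.78 ± 0.12), and TCR immediate early genes in 8 of 16, with Cd69 (-1.23 ± 0.10) (15 and 8 adjusted over the list alone; adjusted p = 0.0555 and 0.290 with an estimated correlation). Glucocorticoid response genes were lower in 6 of 10 cases, with Cxcr4 (-2.93 ± 0.24), and B cell genes in 2 of 3, with Ighm (-1.61) (7 and 2 adjusted over the list alone; adjusted p = 0.0555 and 0.107 with an estimated correlation). Of 16 macrophage genes 7 were higher and 1 lower and of 6 microglia genes 3 were higher (8 and 4 higher adjusted over the list alone; adjusted p = 0.357 and 0.181 with an estimated correlation). In the comparison of the gates 1758 genes passed without cells holding the 5 macrophage transcripts, where fewer counts remained.

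The day effect was then read within each gate (4 replicates against 3). In progenitor-gate cells 604 of 6123 genes rose and 463 fell. Mki67 rose (0.99 ± 0.22, adjusted p = 0.00464), and 29 of 30 proliferation genes rose (29 adjusted over the list alone; adjusted p = 0.0305 with an estimated correlation). Gzmb (-1.25 ± 0.30, adjusted p = 0.00701) and Cd69 (-0.55 ± 0.10) fell. So did 8 of 15 TCR immediate early genes and 10 of 17 chemokine receptor and migration genes (8 and 12 adjusted over the list alone; adjusted p = 0.0305 for both with an estimated correlation). Falls were also seen in 26 of 28 interferon genes and 5 of 13 cytotoxic genes (27 and 6 adjusted over the list alone; adjusted p = 0.155 and 0.174 with an estimated correlation). Slamf6 (-0.57) and Lag3 (-0.55) did not pass. Genes that define a gate are not read within it. The share of progenitor-gate cells that lay in the proliferating cluster was 5.94% at day 13 and 23.4% at day 19, and in the interferon-led cluster 39.5% and 20.7%. The interferon falls were not tested apart from this shift. Without the proliferating cluster 242 genes passed. Of 8 macrophage genes 6 rose (6 adjusted over the list alone; adjusted p = 0.155 with an estimated correlation). Without cells holding the macrophage transcripts fewer counts remained and 142 genes passed. There Gzmb (-0.96, adjusted p = 0.161) and Mki67 (0.98 ± 0.25, adjusted p = 0.05003) did not pass.

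In terminal-gate cells 93 of 7459 genes rose and 50 fell. Slamf6 fell from 18.9 ± 2.13 to 1.84 ± 1.61 CPM (-3.13 ± 0.46, adjusted p = 0.00629). No other panel gene outside the gate passed, among them Lag3 (0.71), Tox (0.67), Entpd1 (0.50), Gzmb (0.36) and Mki67 (0.08). Genes chosen after their values were seen were the integrin genes Itgb7 (-2.02 ± 0.19) and Itga1 (1.25 ± 0.20), the myeloid growth factor gene Csf1 (2.87 ± 0.49), Sult2b1 (2.39 ± 0.26), Tnfrsf9 (1.23 ± 0.13) and Cd244a (1.39 ± 0.18). Interferon genes fell in 6 of 26 cases and chemokine receptor and migration genes in 3 of 15, while 3 of 16 macrophage genes rose (14, 8 and 8 adjusted over the list alone; adjusted p = 0.238, 0.0801 and 0.175 with an estimated correlation). Of terminal-gate cells 8.68% at day 13 and 0 of 333 at day 19 lay in the interferon-led cluster and 61.2% and 75.4% in the terminally exhausted-like cluster, and the day effect was not tested apart from this shift. The count of 143 was 257 without the proliferating cluster, and 37, 44, 80 and 65 without day 19 replicate 2, day 13 replicate 3 and day 19 replicates 3 and 4.

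Between the gates the day effect differed in 230 of 8297 genes. It was more negative in the terminal gate for Slamf6 (terminal minus progenitor -2.62 ± 0.49, adjusted p = 0.0111) and more positive for Gzmb (1.81 ± 0.30, adjusted p = 0.00524), Lag3 (1.36 ± 0.24, adjusted p = 0.00693) and Entpd1 (1.70 ± 0.44, adjusted p = 0.0454). The cytotoxic genes Gzma (3.65 ± 0.68) and Prf1 (1.85 ± 0.35), the polyamine synthesis gene Srm (-1.89 ± 0.37) and Hmgn1 (-2.19 ± 0.22) were chosen after their values were seen. Without the replicate block 162 genes passed, and the count was 126, 381, 87, 155, 92 and 72 without day 13 replicates 1, 2, 3 and 4 and day 19 replicates 2 and 4.

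Shares of cell classes were compared as the composition of the sorted infiltrate, with clusters rebuilt and named from the marker lists. Of CD8 cells 12.2 ± 4.05% were terminally exhausted-like at day 13 and 28.7 ± 7.77% at day 19 (SD, n = 4 and 4; all 4 late replicates above all 4 early ones; exact permutation p = 0.0286, adjusted p = 0.0571). Proliferating cells made up 5.83 ± 1.77% and 15.1 ± 6.30% of CD8 cells and 0.855 ± 0.469% and 9.21 ± 5.50% of CD4 cells (exact permutation p = 0.0286, adjusted p = 0.0571 for both). The CD4 shares rest on few cells, 3, 7, 3 and 1 in the day 13 replicates and 5, 21, 4 and 16 in those of day 19. Naive-like or central memory-like cells made up 16.2 ± 3.14% and 21.7 ± 7.27% of CD8 cells (exact permutation p = 0.257, adjusted p = 0.309). Regulatory cells made up 17.7 ± 1.98% and 34.7 ± 16.3% of CD4 cells, with 57.6, 31.9, 19.0 and 30.6% in the day 19 replicates (exact permutation p = 0.0571, adjusted p = 0.0857). The 57.6% is 19 of 33 CD4 cells. Helper 17-like cells were 0.946% and 0.550% of all T cells (exact permutation p = 0.314). The smallest p that 70 splits can give is 0.0286, and none of the 6 classes passed after adjustment. With doublets kept or with replicates from the TCR files, the terminally exhausted-like, regulatory and both proliferating shares had an adjusted p of 0.0429, and at a Leiden resolution of 0.6, with 5 classes in the family, 0.0357. Clustered without the genes that differed between days, terminally exhausted-like cells were 17.3% and 32.2%, proliferating cells 5.29% and 10.97% of CD8 and 0.716% and 2.25% of CD4 cells (exact permutation p = 0.0857 in CD4 cells), and regulatory cells 16.98% and 39.5%. At a Leiden resolution of 1.5, where another cluster led by granzyme genes went unnamed, terminally exhausted-like cells were 10.2% and 8.12%.

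**Figure D3:**
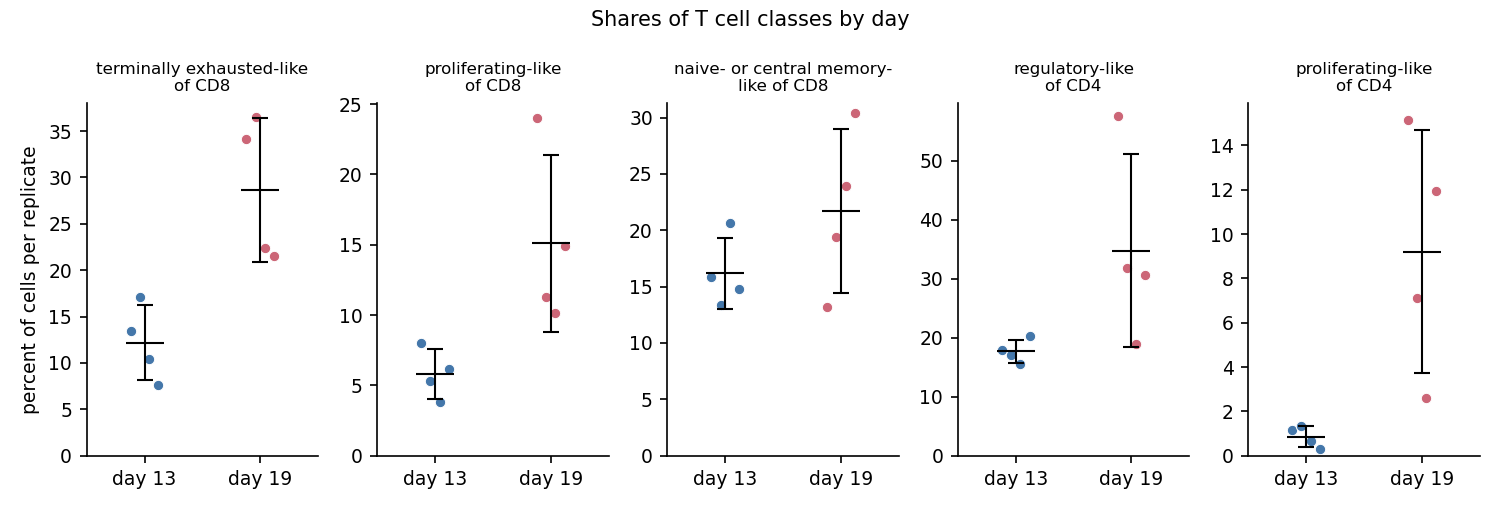
Percent of CD8 or CD4 T cells in 5 cell classes per replicate at day 13 and day 19, with mean and SD. Terminally exhausted-like CD8 cells lie between 7.67 and 17.1% at day 13 and between 21.6 and 36.5% at day 19.

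A count of state markers that does not use clusters was made after thinning each CD8 cell to 1000 UMIs. Cells with Tcf7 and without Havcr2 were 23.6 ± 2.27% and 15.5 ± 1.61% (n = 4 and 4; exact permutation p = 0.0286, adjusted p = 0.0857, all 4 late replicates below all 4 early ones). Cells with Havcr2 and without Tcf7 were 1.87 ± 0.898% and 2.80 ± 1.07% (exact permutation p = 0.2, adjusted p = 0.300). They were 2.34% and 5.88% at 2000 UMIs and 7.31 ± 1.86% and 19.4 ± 6.27% at the full depth (exact permutation p = 0.0286 for both, adjusted p = 0.0643 and 0.0514). Slamf6 was detected in 6.40 ± 0.708% and 3.84 ± 1.21%, and Mki67 in 2.76 ± 0.882% and 6.97 ± 2.64% (exact permutation p = 0.0286, adjusted p = 0.0857 for both). Lag3 was found in 10.0% and 15.9%, Pdcd1 in 14.1% and 17.96%, Tox in 5.39% and 5.80% (25.4% and 34.0% at the full depth), and Gzmb in 34.1% and 37.1%. Both Tcf7 and Havcr2 were detected in 0.102% and 0% after thinning (up to 0.191% of cells with both at that depth) and in 1.73% and 0.798% at the full depth. None of the 9 shares passed after adjustment. As background, macrophage-like cells without a TCR, of median depth 10675 and 10930 UMIs against 5780 and 7714.5 in CD8 cells, had Tcf7 alone in 4.68% and 4.09%, Slamf6 in 3.24% and 3.54% and Mki67 in 2.52% and 3.27% after the same thinning. Lag3 (15.1% and 24.3%) and Havcr2 without Tcf7 (9.91% and 7.63%) were more frequent in those cells than in CD8 cells. Slamf6 at day 19 and Mki67 at day 13 were thus near the values of those cells, but some CD8 classes lay lower. Mki67 was found in 0% of naive-like or central memory-like CD8 cells at both days (up to 0.499% and 0.857%). Slamf6 was found in 2.96% and 0.428% of terminally exhausted-like CD8 cells and in 7.65% and 5.71% of naive-like or central memory-like ones. Tcf7 without Havcr2 was found in 4.65% and 0.857% of the former and in 37.9% and 28.0% of the latter. Pdcd1 was found in 0.499% and 0.857% of the latter. The share with Tcf7 and without Havcr2 does not require Pdcd1, so it also counts naive-like cells and is not a share of progenitor exhausted cells.

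Clonal expansion was measured as the percent of cells in clonotypes of at least 2 cells, at equal numbers of cells per replicate, from the sequences of both TCR chains. In CD8 cells it was 13.2 ± 5.46% at day 13 and 27.7 ± 7.51% at day 19 (109 cells per replicate; n = 4 and 4; exact permutation p = 0.0286). In CD4 cells outside the regulatory clusters it was 4.86 ± 0.850% and 28.8 ± 7.21% (78 cells; n = 4 and 3; exact permutation p = 0.0286, the smallest possible). In regulatory cells it was 3.67 ± 2.40% and 16.1 ± 7.14% (28 cells; n = 4 and 4; exact permutation p = 0.0286). In all 3 classes each late replicate lay above each early one. Without any single day 19 replicate the CD8 difference was 10.9 to 16.5 points (exact permutation p = 0.0571), and without any single replicate the CD4 test could not go below 0.0667. In regulatory cells p was 0.0571 without any single day 13 replicate, and 0.143 for clonotypes of at least 3 cells (exact permutation). A day 13 replicate mixed 4 mice, which lowers the value, and day 19 replicates pooled in equal parts gave 18.7% in CD8 cells, within the day 13 range of 9.69 to 21.3%. That range rests on day 13 replicate 2, and the pooled value lies above the 9.69 to 11.5% of the other 3. The same pooling gave 17.1% in CD4 cells (3 mice), above the day 13 range of 3.92 to 5.92%, and 5.11% in regulatory cells, within 0.821 to 6.70%. CD8 cells were compared with CD4 cells of the same replicates at 22.8 ± 10.2% and 20.6 ± 12.9% (difference 2.25 ± 6.90, higher in CD8 in 4 of 7; exact sign-flip permutation p = 0.516). CD8 cells were higher in 4 of 4 replicates of day 13 and lower in 3 of 3 of day 19 (mean differences 6.30 and -3.14). The days differed by -9.45 (exact permutation p = 0.0571), and by -6.24 without day 13 replicate 2. For clonotypes of at least 3 cells the difference was 6.04 (6 of 7; exact permutation p = 0.0469), with CD8 cells higher in 2 of 3 replicates of day 19 (mean differences 8.09 and 3.32 by day). For clonotypes of at least 2 cells it was -0.0239 without day 13 replicate 2.

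**Figure D4:**
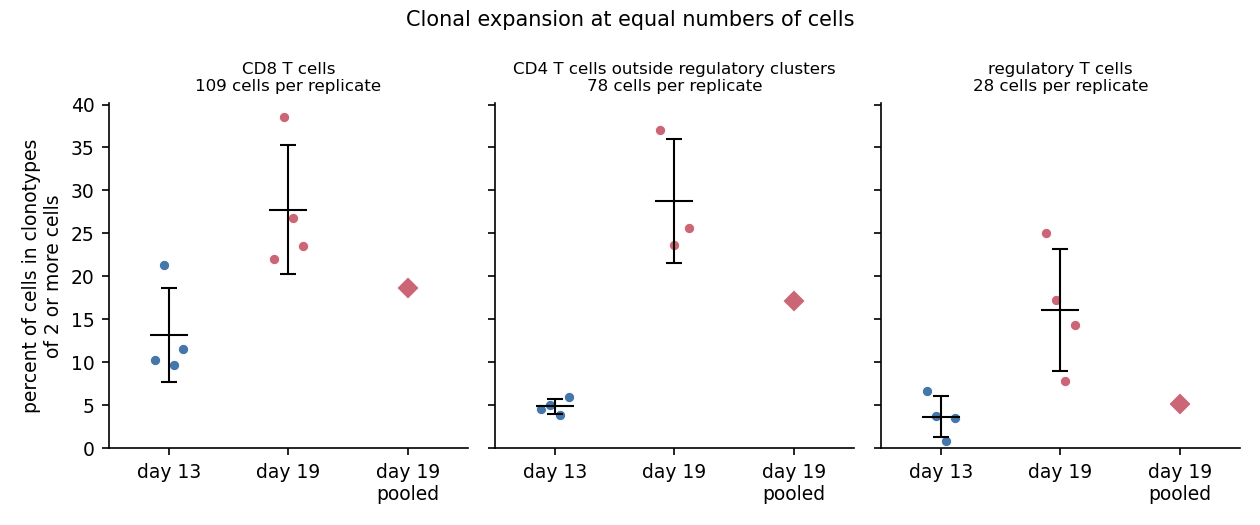
Percent of cells in clonotypes of at least 2 cells per replicate, at 109 CD8, 78 other CD4 and 28 regulatory cells per replicate, with a diamond for the pooled day 19 replicates. The diamond of CD8 cells (18.7%) lies below every single day 19 replicate (22.0 to 38.6%).

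Within CD8 cells, 76.6 ± 18.04% of terminal-gate cells and 24.9 ± 7.91% of progenitor-gate cells belonged to clonotypes of at least 2 cells (difference 51.6 ± 19.995, higher in 7 of 7 replicates; exact sign-flip permutation p = 0.0156, the smallest 128 sign patterns can give). Progenitor-gate cells had a terminal-gate cell in their clonotype in 7.22% of cases, against 16.9% after shuffling the states (difference -9.65, and -5.63 without day 19 replicate 2; exact permutation p = 0.156, n = 7). Observed sharing lay below the shuffled value in 3 of 3 replicates of day 19 (7.32 against 41.1, 3.33 against 24.7 and 3.23 against 17.3%) and above it in 3 of 4 of day 13. Observed minus shuffled differed by -23.5 points between the days (mean 0.416 and -23.1; exact permutation p = 0.0286, the smallest possible). Among clonotypes of at least 2 cells the share was 29.6% against 73.4% (difference -43.7, lower in 7 of 7; exact permutation p = 0.0156). At least 10 cells were found in 16 CD8 clonotypes at day 13 (301 cells, the largest of 34) and in 10 at day 19 (305 cells, the largest of 68, 11.2% of its replicate). Most cells were terminally exhausted-like in 10 of those 16 and in all 10 of the late ones. A progenitor-gate cell was present in 12 of the 16 and in 2 of the 10, and this difference between days was not tested. Most of the 16, and most of those 12, came from day 13 replicate 2. The late clonotype of 68 cells and another of 37 cells shared 1 beta nucleotide sequence, as did 2 of 18 and 12 cells. Only 1 alpha chain per cell was used, so each such pair may be 1 clone with 2 alpha chains. This was not tested.

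**Figure D5:**
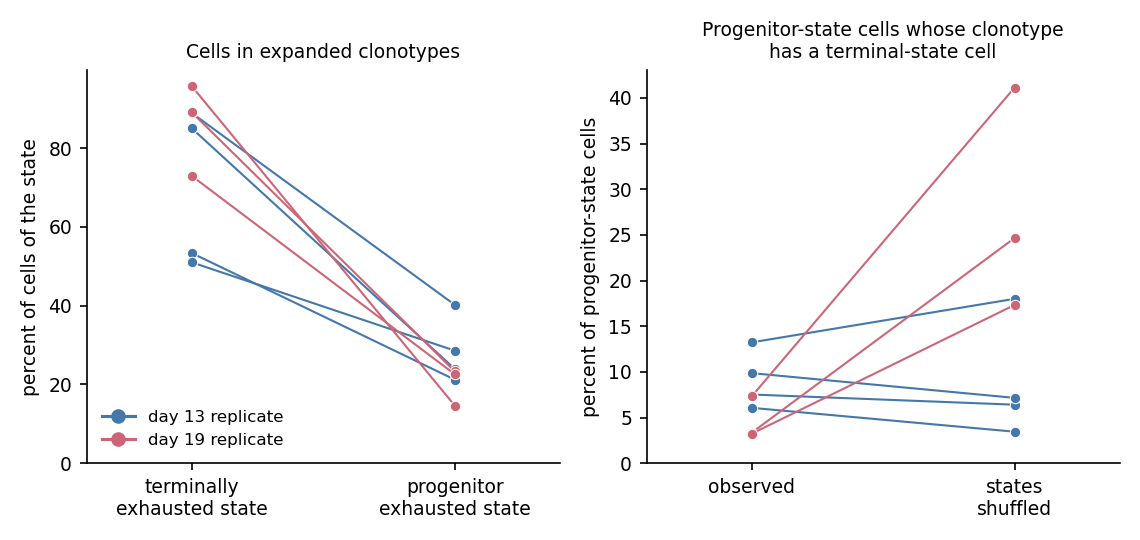
Per replicate (lines), percent of terminal-gate and progenitor-gate CD8 cells in clonotypes of at least 2 cells, and percent of progenitor-gate cells that share a clonotype with a terminal-gate cell as observed and after shuffling. All 7 lines of the first comparison fall from the terminal to the progenitor gate (means 76.6 and 24.9%), and the second gives means of 7.22 and 16.9%.

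Surface protein was read from 138 antibody tags as mean log-ratios per replicate. Of these, 29 were higher and 65 lower at day 19 in CD8 cells and 24 higher and 61 lower in CD4 cells (exact permutation tests, Benjamini-Hochberg adjusted). Antibody depth per CD8 cell was 4251 UMIs at day 13 and 2247 at day 19 (medians). The tags that passed in CD8 cells included 2 of the 3 isotype controls, and 3 of 3 on the log scale. With every cell thinned to 1000 antibody UMIs 0 passed in either lineage, with 41 and 42 at the smallest unadjusted p and smallest adjusted p of 0.0962 and 0.0939. With log counts per 10000 the counts were 80 in CD8 cells (9 higher and 71 lower) and 0 in CD4 cells, with 74 at the smallest unadjusted p. A CD8 cell exceeded a CD4 cell in the CD8a tag in 53.7% and 60.3% of pairs, in the CD4 tag in 31.3% and 24.5%, in CD5 in 24.6% and 18.5% and in Ly6C in 76.4% and 77.1%. The named tags were chosen after their values were seen. In thinned CD8 cells the day 19 minus day 13 difference was 0.28 for CD44, 0.39 for CD90.2 and 0.09 for CD39, the product of Entpd1, and 0.027 for CD279 (PD-1) and -0.0034 for CD366 (TIM-3). In thinned CD4 cells it was 0.54 for CD5, 0.44 for CD44, 0.41 for CD357 (GITR) and -0.19 for Ly6C. The CD279 and CD366 tags hardly told cell types apart. At day 13 their medians were 53 and 14 UMIs in CD8 cells and also 53 and 14 in macrophage-like cells. A terminal-gate cell exceeded a progenitor-gate cell in 53.0% and 53.8% of pairs for CD279 and in 53.3% and 53.4% for CD366. Their small day differences therefore cannot show whether PD-1 or TIM-3 protein changed. Terminal-gate cells exceeded progenitor-gate cells of the same replicate in CD39 by 0.205 ± 0.109 (SD, higher in 7 of 7; exact permutation p = 0.0156, adjusted p = 0.308). A terminal-gate cell had more CD39 than a progenitor-gate cell in 69.5% and 84.4% of pairs. Macrophage-like cells also had more CD39 than T cells (68.1% and 74.6% of pairs), and terminal-gate cells more CD11b (57.6% and 59.8%) and MHC class II tag (53.1% and 61.8%) than progenitor-gate cells. The difference in CD366 was 0.157 (higher in 5 of 7; exact permutation p = 0.0938).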

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

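In this part the tests of pooling in CD8 and in CD4 cells were chosen after the result was seen. The state gates were also set after the data were seen, and so was the setting without macrophage transcripts.

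Cells in macrophage- or microglia-like clusters made up 12.4% of the cells at day 13 and 21.4% at day 19. Of them 52.2% and 58.7% carried TCR contigs, and their median depth was 10471 and 10933 UMIs against 4823 and 6507 in T cells. A cluster with Crybb1, C1qa and C1qc among its leading genes held 304 and 404 of them, with TCR contigs in 79.9% and a median of 6512.5 UMIs. Whether these were T cells carrying macrophage RNA was not tested. The cells of all these clusters enter none of the comparisons of T cells.

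Macrophage genes were higher in T cells at day 19, with 12 of 16 genes rising in CD8 cells and 10 of 16 in CD4 cells (as a list adjusted p = 0.325 and 0.164 with an estimated correlation). Free RNA spread evenly over droplets is argued against, because the 5% of cells richest in the 5 macrophage transcripts held 3.14 times as many of their UMIs as a Poisson draw gives, in the lower of CD8 and CD4 cells at day 19. For droplets with 2 unattached cells, the excess of several hashtags reached at most 15.3% of that of random pairs. This was read over barcodes of any cluster with TCR contigs, 1130 and 1265 of them with at least 5 such UMIs. T cells with as many numbered 126 and 334, and those with several hashtags had been left out. As hashtags were also thin, the test cannot decide for the T cells. Macrophages or fragments of them attached to T cells remain open and are consistent with the surface tags: a T cell with at least 5 such UMIs carried more CD11b tag than a T cell without them in 76.7% of pairs in the lower of the days. Uptake of transcripts by T cells, or a true change in T cells, was not tested.

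Type I interferon genes were lower at day 19 in CD8, CD4 and regulatory T cells (21, 27 and 9 of 29 fell; as a list adjusted p = 0.350, 0.164 and 0.169 with an estimated correlation). Depth is argued against, since the median log2 fold change of the list was -1.09 in CD8 cells thinned to 1000 UMIs, and so is RNA from other cells, since the CD8 level at day 13 was 77.2% of that in barcodes of at most 100 UMIs, so that most of a CD8 cell's RNA would have to come from other cells. The list was also lower in macrophage- or microglia-like cells without TCR contigs (-1.06, in 4 of 4 late replicates) and in dendritic-like cells without TCR contigs (-0.55, in 3 of 3). It was lower in barcodes of at most 100 UMIs too (-1.16), as a fall over cell types or in the library would give. Whether the size of the fall differed between cell types was not tested. A difference between the library batches of the days cannot be told apart from the day, because each day had 1 gene expression library. A lower interferon response late in tumour growth remains open as a hypothesis and was not tested apart from the batch.

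Clonal expansion was higher at day 19 in CD8 and CD4 cells, and each day 13 replicate pooled 4 mice. Pooling may account for part of the difference in CD8 cells, since pooled day 19 replicates gave 18.7%, which is within the day 13 range of 9.69 to 21.3% but above the 9.69 to 11.5% without day 13 replicate 2. It does not account for all of the difference in CD4 cells, where the pooled 3 replicates gave 17.1% against 3.92 to 5.92% at day 13, although a pool of 3 mice lowers the value less than a pool of 4. A later stage of the response with larger clones remains open in both lineages and was not tested apart from pooling and library.

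A sample far from the others was found in 2 of 40 groups of 4 replicates, and chance gives about 1 in 20. In day 13 replicate 2, 21.3% of CD8 cells were in expanded clonotypes, against 9.69 to 11.5% in the other day 13 replicates. In day 19 replicate 1 there were 3.91 CD8 cells per CD4 cell (129 and 33 cells), against 2.46 to 2.51 in the other late replicates.

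The day effect differed between CD8 and CD4 cells in 236 genes. Among 35 splits of the replicates only the real 1 gave as many, with 11 in the highest other. This argues against chance, which 1 split in 35 cannot exclude. Without the replicate block the count was 38. The day effect differed between the gated states in 230 genes. Among 35 splits only the real 1 gave as many, with 93 in the highest other, which likewise argues against chance without excluding it.

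The comparison of CD8 with CD4 expansion went in opposite directions at the days: CD8 cells were higher in 4 of 4 replicates of day 13 and lower in 3 of 3 of day 19, a difference of -9.45 points between the days (-6.24 without day 13 replicate 2; exact permutation p = 0.0571). For clonotypes of at least 3 cells it was -4.78 (exact permutation p = 0.457). There the mean direction did not turn (8.09 and 3.32), with CD8 cells higher in 2 of 3 replicates of day 19. By beta chain alone CD8 cells were higher in 1 of 3 replicates of day 19. Clonotype sharing between the gates, observed minus shuffled, differed by -23.5 points between the days (exact permutation p = 0.0286, the smallest possible, among 3 such tests that were chosen after the values were seen). The shuffled values moved more between the days than the observed ones. The difference was not tested apart from the pooling of mice at day 13.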

How the results depend on the processing

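In this part the tests without macrophage transcripts, without proliferating cells, with replicates under 20 cells, with clusters made without day genes, with the macrophage-led cluster kept, with the terminally exhausted-like cluster and with thinned antibodies were chosen after the result was seen. No paired analysis was possible for the day comparisons because the replicates of day 13 and day 19 are different animals. Of the values for whole comparisons, 83 under other settings stayed the same, 23 moved, 14 became stronger and 1 reversed, and with a replicate left out 123 stayed, 27 moved, 11 became weaker, 4 stronger and 1 reversed. Of named genes under other settings 1274 stayed, 76 became weaker, 20 stronger, 4 moved and 1 reversed (Ccl4 in CD4 cells by cluster majority, -0.0646). With a replicate left out 983 stayed, 104 became weaker and 14 stronger. Leiden resolutions for the gated states and equal cells for CD4 cells were not run, since the states do not come from clusters and 14 cells were left in the smallest replicate, and helper 17-like cells had no cluster at a resolution of 0.6. Unless said otherwise, the cause was not tested.

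Genes passing in CD8 cells (2503) numbered 548 with cells thinned to 1000 UMIs, 666 with equal cells and 1334 without macrophage transcripts, settings where fewer counts remain by construction. They numbered 1264 to 2570 with a replicate left out. In CD4 cells (1920) they numbered 1224 with DESeq2, 239 thinned, 221 without macrophage transcripts, 1057 without proliferating cells, and 1250 to 2305 with a replicate left out. In regulatory cells (145) they numbered 227 with doublets kept, 370 with TCR files, 13 with equal cells, 46 without macrophage transcripts, and 16 to 237 with a replicate left out. For the terminal gate by day (143) they were 257 without proliferating cells and 37 to 145 with a replicate left out. For the progenitor gate by day (1067) they were 242 without proliferating cells, 142 without macrophage transcripts and 702 to 1161 with a replicate left out. Without the replicate block 38 genes passed for the lineages (all among the 236), 162 for the states by day (137 among the 230) and 1912 for the states (1717 among the 2136), and with a replicate left out 44 to 377 for the lineages and 72 to 381 for the states by day.

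Terminally exhausted-like CD8 cells differed by 17.2 points at Leiden 0.6, 17.03 with doublets kept, 16.9 with TCR files, 13.9 to 18.9 with a replicate left out, and -2.11 at Leiden 1.5, where another cluster split off unnamed. Clustered without day genes the differences were 14.8 for these, 5.68 for proliferating CD8, 22.5 for regulatory and 1.53 for proliferating CD4 cells. Under the first 3 settings the adjusted p fell under 0.05 (0.0357 with 5 classes in the family, 0.0429 and 0.0429), as for proliferating CD8 cells (8.81, 9.43 and 8.93; left out 6.28 to 10.9), regulatory cells (15.7, 16.8 and 15.1; left out 9.48 to 22.4) and proliferating CD4 cells (7.88, 8.14 and 9.15; left out 6.37 to 10.5). Without day 19 replicate 3 the adjusted p of each of these shares was also 0.0429 (exact permutation).

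Cells with Havcr2 and without Tcf7 differed between the days by 0.925 points at 1000 UMIs, 3.53 at 2000 and 12.1 at the full depth, and Tox by 0.412, 2.199 and 8.62.

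Clonal expansion by day ranged with a replicate left out from 10.9 to 17.3 points in CD8 cells and from 19.8 to 26.5 in CD4 cells, where too few splits remain to pass. CD8 minus CD4 expansion was 6.04 for clonotypes of at least 3 cells and -0.0239 to 3.35 with a replicate left out. CD8 minus CD4 expansion differed between the days by -9.45, by -4.78 for clonotypes of at least 3 cells, and by -6.24 to -10.8 with a replicate left out. Clonotype sharing was -43.7 for clonotypes of at least 2 cells, and -5.63 to -11.7 with a replicate left out. Its difference between the days was -37.3 there, and -18.1 to -28.0 with a replicate left out. Antibodies passing were 0 in CD8 and 0 in CD4 cells when thinned, and 0 in CD4 cells on the log scale. Lists passing with an estimated correlation were 0 in CD8, 0 in CD4 and 2 in regulatory cells, and with fry 20 and 4 in CD4 and regulatory cells. Of 100 genes changed by 2 fold in simulated counts, 90% were recovered in CD8, 76% in CD4 and 66% in regulatory cells, 54% in the terminal and 75% in the progenitor gate by day, 79% between the states, 54% for the lineages by day and 31% for the states by day.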

Other observations

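The tests in this part were planned before the result was seen, except those of the gated states, whose gates were set after the data were seen. The TCR chains and clusters named here were chosen after their values were seen.

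Beta chains with the same amino acid sequence recurred in CD8 cells of several replicates. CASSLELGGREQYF (TRBV16) was found in 65 cells of 4 replicates of both days, written by 2 nucleotide sequences. Of its cells 24 were in day 13 replicate 4 and 38 in day 19 replicate 3, with 2 and 1 in day 13 replicates 2 and 3. In the first 2 of these replicates 23 of 24 and 31 of 38 of its cells lay in the terminal gate. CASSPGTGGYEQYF (TRBV29) was found in 49 cells of 3 day 13 replicates, from 4 nucleotide sequences, and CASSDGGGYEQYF in 26 cells of 3 replicates (24, 1 and 1 cells). The largest beta chain, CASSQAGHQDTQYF with 105 cells of day 19 replicate 2, paired with 2 alpha chains in 68 and 37 cells. These cells held 1 beta nucleotide sequence. As only 1 alpha chain per cell was used, they may be 1 clone with 2 alpha chains, which was not tested. Of 3140 CD8 clonotypes defined by both chains 15 were seen in several replicates, 10 within a day and 5 at both days. Replicates of a day shared 1 library and hashtags were thin. A few cells of a large clone given to the wrong replicate of the same day could therefore look like recurrence, which was not tested. The antigens of these receptors were not measured.

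Other cells in the sort included dendritic-like clusters with 784 cells at day 13 (8.398%, 95% Wilson interval 7.85 to 8.98) and 286 at day 19 (6.91%, 6.17 to 7.72). A microglia-like cluster led by P2ry12 and Tmem119, genes of resident microglia, held 223 and 162 cells, and NK (35 and 20 cells) and B cell clusters (17 and 27 cells) were small. Among T cells, a CD8 cluster led by Klra7, Klra6 and Xcl1 held 1341 and 432 cells. A cluster led by Il4 and Zbtb16 held 51 and 8 cells, with 32.2% of them in the CD4 gate, 1.69% in the CD8 gate and the rest in neither. A CD8 cluster led by interferon genes held 933 and 111 cells.

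Counts of genes were compared with those from other splits of the replicates. Among 35 splits only the real 1 gave as many genes in CD8 cells (2503, highest other 6), in CD4 cells (1920, highest other 4) and in regulatory cells (145, highest other 1). The same held in the terminal gate by day (143, highest other 17) and in the progenitor gate by day (1067, highest other 560). This argues against chance, which 1 split in 35 cannot exclude, and in the progenitor gate another split came to 560 genes. Among 64 splits of the paired states only the real 1 gave as many genes (2136, highest other 14). The states were gated by expression in the same cells, so the real labels were bound to give the most. That count therefore says nothing about chance.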
